A study of Homo sapiens with 29 samples. Its data were reported in "BET inhibition disrupts transcription but retains enhancer-promoter contact" (2021).

How the data were processed

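Reads were mapped by the authors to hg19 with Bowtie, reads left unmapped were trimmed with Trim Galore and mapped again, and duplicates (SAMtools) and blacklisted regions were removed. No version was given for these tools in the sources used here. Per the file headers, peaks of the 7 lists were called with HOMER 4.7 in factor style against a named input, at an FDR of 0.001, at least 4.0-fold over the input and over the local 10 kb, and with a Poisson p over input of 1.00e-04. Each list came from 1 library and was not pooled. The tables of BRD4 and MED1 peaks held reads per peak per 10 M, which the authors had scaled by reads from Drosophila S2 cells, mapped to dm3 and added before the immunoprecipitation. Which run of the peak caller set the positions in these tables was not given in the sources used here.

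Signal in the deposited tables is in reference-normalized reads per 10 M per peak. Scores in the deposited lists are the authors' normalized tag counts, in tags per 10 M at a peak per the file headers, and in the lists of RAD21 and BRD4 the immunoprecipitate had been scaled to its input. The fold over input and the p-value of each peak are the authors' own, deposited per peak, and served only to describe, rank or filter peaks within their list. Ratios of treated over control are new here and were computed from the deposited signal.

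The log2 ratio of a peak was that of treated over control signal with a pseudocount of 1.0 on both (0.1 and 5 as alternatives). Per cent of control was the ratio of summed signal without a pseudocount. Reads behind the deposited signal were recovered by fitting the signal of 1 read as the step of which all values are whole multiples, within a rounding tolerance of 0.005, and gave the counting intervals, with 2 reads counted as 1 fragment. Medians had order-statistic intervals and shares had Wilson intervals, all at 95%. Differences between groups of peaks had intervals from 1000 bootstrap draws over peaks (200 with matching). A conditional binomial test of the counts of each pair of libraries was adjusted by Benjamini and Hochberg at an FDR of 0.05. It compares 2 libraries and was added after the data were seen.

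Each peak was given to the nearest protein-coding TSS of GENCODE v44 lifted to hg19, because the tables held no gene column. Promoter peaks had a TSS within 1 kb (2 kb as an alternative). Peaks were stitched within 10 kb (5 and 20 kb as alternatives) and clusters held at least 3 peaks. Strong peaks were the top 10% by the control of another experiment. Overlap meant at least 1 shared base, and background overlap was measured with peaks shifted by 100 kb. Genes were summed over their peaks. The 19 gene lists were compared with 10000 random lists of genes matched in 10 bins of summed control and treated signal, and the percentile is the share of random lists with a lower median. The same comparison between control libraries was added after the drug results had been seen, as were promoter differences after AT1 over the other BRD4 controls. Erythroid and megakaryocyte markers had too few genes with MED1 peaks for a value.

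Genes were named by a rule. It took MYC and BCL2, then the other loci of the study, then the 8 lowest and 8 highest log2 ratios among genes with at least 2 peaks and a summed signal at or above the median, then the 3 members of each list with the highest control signal. For each peak list it took the top 5 peaks and those nearest to MYC and BCL2. Markers of T cells, myeloid cells and erythroid cells served as lists of other cell types. The study loci and the promoters used for chromosome contact measurements had been chosen by the study.

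The peak calls by count were tested on data simulated with counting noise only, which leaves out differences between cultures. Calls by ratio were not tested in this way. In BRD4 after AT1, the count test found 11 of 50 peaks made 4-fold lower, 1 of 50 made 2-fold lower, 7 of 50 made 2-fold higher, 38 of 50 made 4-fold higher, and 1 of 14075 left unchanged. As few peaks were changed there, the adjusted threshold was strict, and a further simulation lowered 7247 peaks at the depth of the libraries and at 4 times that depth. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.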

Results

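Binding of 7 chromatin proteins was profiled by ChIP-seq in SEM cells, a B-cell acute lymphoblastic leukaemia line that carries the MLL-AF4 fusion. BRD2, BRD3 and BRD4 are bromodomain proteins that bind acetylated histones, MED1, MED12 and MED26 are subunits of Mediator, the complex that links transcription factors to RNA polymerase II, and RAD21 is a core subunit of cohesin. The series held 29 samples in 29 groups, with 1 library in each group. BRD4 was measured after IBET-151, a bromodomain inhibitor, at 1 µM for 90 min, after AT1, a degrader directed at BRD4, at 1 µM for 24 h, and after 1,6-hexanediol, an alcohol that dissolves weak hydrophobic assemblies, at 1.5% for 30 min. MED1 was measured after AT1 and after hexanediol. Controls were DMSO for 90 min, DMSO for 24 h and untreated cells, so the 3 BRD4 comparisons shared no library. Read counts at 14275 BRD4 peaks and 18606 MED1 peaks had been scaled by the authors to Drosophila cells added as a reference. A further 7 peak lists covered BRD2, BRD3, MED12, MED26, RAD21 and BRD4 with DMSO or IBET-151.

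Each group was a single library, so no difference had a replicate check and no p-value was computed across peaks or genes. All intervals are at 95%. Those of a per cent of control cover the counting error of reads, those of medians, shares and differences cover the spread over peaks, and none includes the error of the reference factor or the difference between cultures. The gene lists, the comparisons and most alternative settings were chosen before the data were examined. The count test, the matching of peaks, the values of gene lists between controls and the window around the MYC enhancer, which follows the study's own description of that region, were chosen afterwards. Genes were assigned by the nearest transcription start site (TSS). The libraries differed in depth. Reads over the peaks numbered 882378 and 642837 in the DMSO and IBET-151 libraries, 461993 and 244951 for BRD4 with DMSO for 24 h and AT1, and 471652 and 814088 for BRD4 untreated and with hexanediol. For MED1 they numbered 431537 and 411277 around AT1 and 527976 and 518256 around hexanediol. The later copies of the BRD4 libraries with DMSO for 90 min and with IBET-151 differed from the earlier ones by less than the sampling noise (SD of the log2 ratio 0.044 against an expected 0.267 with DMSO), and were counted as 1 library each.

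BRD4 occupancy after 90 min of IBET-151 lay at 67.0% of control (66.7 to 67.3), from a mean of 10.9 to 7.28 reads per 10 M per peak. The loss was widespread but shallow, with a median log2 ratio of −0.47 (−0.49 to −0.46) and 83.1% of peaks below control. At the distal MYC enhancer, which drives this proto-oncogene in blood cells, BRD4 lay at 41.7% (37.6 to 46.1) over 9 peaks (8:130548137–130694463), with single peaks from 28.4% to 54.0%. Near BCL2, the survival factor of this leukaemia, the 4 peaks in the gene and 50 kb on either side (18:60759035–61033968) lay at 44.6% (33.6 to 58.8), and the peak beyond the 3′ end of the gene (18:60765827–60766053), which held most of this signal, at 39.6% (28.4 to 54.6). At least 2-fold lower signal was found at 2121 of 14275 peaks (14.9%, 14.3 to 15.5) and at least 2-fold higher signal at 33.

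**Figure D1:**
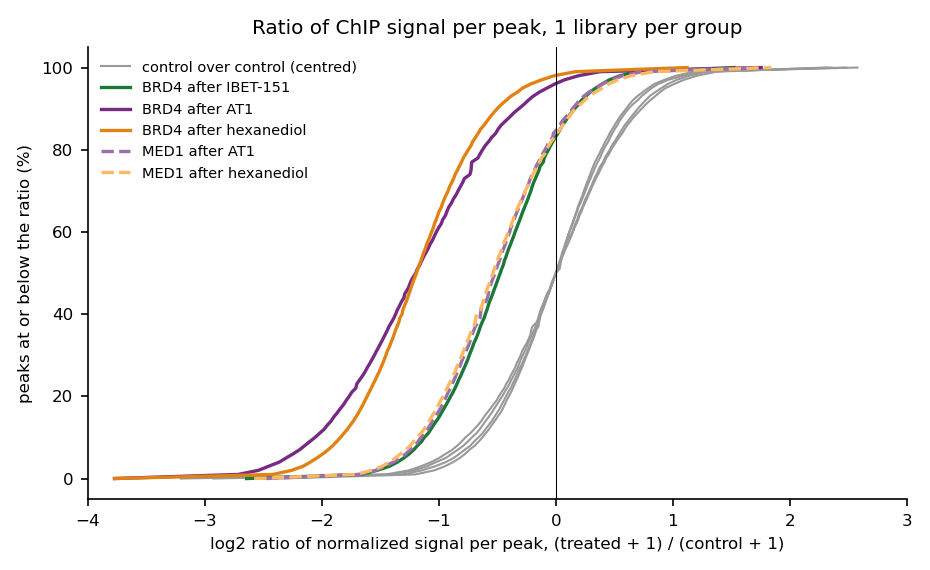
Cumulative share of peaks (%) against the log2 ratio of treated over control signal for 5 drug comparisons, 1 library per group, with pairs of control libraries centred on their median in grey. Median BRD4 ratios were −0.47 after IBET-151, −1.20 after AT1 and −1.19 after hexanediol, and median MED1 ratios were −0.52 and −0.54.

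Among genes with at least 2 peaks, those with the lowest BRD4 after IBET-151 included HNF4G, a nuclear receptor (25.9% of control, 16.2 to 40.0), HYLS1, a centriole protein (27.1%), COMT, which degrades catecholamines (29.9%, 21.6 to 40.9), RASSF1, a tumour suppressor of the RAS pathway (30.4%), and CEBPA, a myeloid transcription factor (31.6%, 24.9 to 40.0). NLRP6, RAD51B and LHPP lay at 32.0%, 34.8% and 35.4%. The highest were ZNF280B, a zinc finger gene (139%, 103 to 189), GABRG2, a GABA receptor subunit (140%, 96.6 to 204), CLDN23, a claudin (127%), MTSS1, an actin regulator (125%, 104 to 151), and ADD1, a cytoskeletal protein (125%). ZNF703, ZNF799 and EAPP lay at 124%, 122% and 120%. Over 1532 genes, centred log2 ratios between BRD4 controls ran from −1.11 to 0.91, −1.59 to 1.44 and −1.38 to 1.50 in the 3 pairs. Extremes of this order from the median gene thus arose without a drug, so these genes are not shown to respond to it. That spread also bears on the extremes of BRD4 after the other treatments. BRD4 nearest to MYC itself, over 4 peaks of which the closest lay 179906 bp from the TSS, was at 84.6% (67.2 to 106). BCL2 lay at 51.0% (39.1 to 66.4), the chromatin remodeller ARID1B at 58.9% (50.9 to 68.1), and HEXIM1, which holds the elongation kinase P-TEFb inactive, at 56.8% (41.6 to 77.0). CDK6, a cell cycle kinase and MLL-AF4 target, lay at 114% (81.6 to 160), and MBNL1, a splicing factor, at 95.3%. BAMBI, a TGF-beta pseudoreceptor, was at 34.5% with few reads (5.89 to 144), and FOS, an immediate early gene, at 77.0%.

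Genes for ribosomal proteins and housekeeping genes had lower BRD4 after IBET-151 than random genes. Summed over the list, BRD4 at ribosomal protein genes lay at 48.7% of control, with 38 of 74 genes at least 2-fold lower. The members with the highest control signal were RPS23 (50.8%), RPL34 (57.0%) and RPS24 (60.2%). The median log2 ratio of the list lay 0.45 below that of 10000 random lists of the same size and signal, at percentile 0. The housekeeping list lay at 50.2%, with 10 of 21 genes 2-fold lower and a difference of −0.41 from random lists (percentile 0), and its members with the highest control signal were NPM1, a nucleolar chaperone (38.5%, 29.1 to 50.5), the tubulin TUBA1B (47.1%) and the adaptor YWHAZ (75.8%). Myeloid markers, which belong to another cell type, lay at −0.44 from random lists (percentile 0.59), with CSF1R, a cytokine receptor, at 46.8% and MPO, a granule enzyme, at 43.4%. In the pairs of control libraries, the myeloid list differed from random lists by −0.41 to +0.36 and the ribosomal list by −0.10 to 0.00. Each percentile describes these libraries only and is not a test of the drug. Random lists, here and below, were matched on signal alone and not on the share of promoter peaks or on GC content. The lower ratio at promoter peaks, given below, may therefore enter the values of gene lists.

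MLL-AF4 leukaemia genes kept more BRD4 after IBET-151 than random genes, at +0.17 log2 (percentile 97.8). FLT3, a receptor tyrosine kinase, lay at 93.8% (80.9 to 109), the transcription factor MEF2C at 85.2% and the chromatin organiser SATB1 at 59.6%. Genes whose promoters the study had chosen for chromosome contact measurements lay at +0.18 (percentile 99.8), and LIPC, a lipase gene in that list, at 44.8%. Since the study chose these genes, the list is not independent evidence. Immediate early genes, which respond first to stimuli, lay at +0.14 (percentile 95.9), with IER2 at 65.3%, EGR3 at 67.1% and ZFP36L1, which destabilises mRNA, at 38.1%. Histone genes lay at +0.11 (percentile 97.1), with H1-3 and H4C11 both at 67.0% and H3C3 at 64.3%. Against the DMSO library that served as the control, the other controls were at +0.05 and +0.23 at immediate early genes, so that control was low there, at −0.09 and −0.26 at MLL-AF4 genes, and at +0.08 and −0.78 at histone genes.

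Among the other lists after IBET-151, B-lineage identity genes were at +0.07 (percentile 82.2), with the pre-B receptor chain IGLL1 at 41.2%, the B-cell factor EBF1 at 63.7% and ETV6 at 64.3%. B-cell receptor signalling genes were at +0.12 (percentile 88.9), including PIK3AP1 (73.8%), PLCG2 (66.7%) and VAV3 (60.0%), and haematopoietic transcription factors at +0.02 (percentile 60.3), including KLF13 (73.2%) and MEF2A (57.2%). P-TEFb, BET and elongation genes were at +0.03 (percentile 61.2), including BRD2 (51.4%) and HEXIM2 (56.2%), Mediator genes at 0.00 (percentile 50.8), including MED13L (47.9%), and cohesin and CTCF genes at +0.16 (percentile 87.1), including STAG1 (56.7%) and CTCF (44.5%). Heat shock genes lay at −0.15 (percentile 6.81), including the chaperones HSP90AA1 (43.3%) and HSPA9 (78.5%) and the stress gene DDIT4 (63.2%). Apoptosis and p53 genes lay at −0.06 (percentile 29.9), including BMF (52.4%) and MDM4 (63.5%), and cell cycle genes at −0.05 (percentile 31.5), including CCND3 (66.6%) and E2F3 (46.7%). Markers of T cells, another cell type, lay at −0.04 (percentile 38.0), including BCL11B (63.7%), IL7R (47.3%) and ZAP70 (46.3%), erythroid and megakaryocyte markers at −0.09 (percentile 33.8), including TFRC (66.0%), GYPA (87.9%) and GP9 (46.0%), and the study loci at −0.02 (percentile 44).

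Promoter peaks lost more BRD4 after IBET-151 than distal peaks. The 5124 peaks within 1 kb of a TSS lay at 61.6% of control and the 9151 distal peaks at 70.9%, a difference of −0.22 log2 (−0.24 to −0.20) that was −0.067 with distal peaks matched on GC content and −0.13 matched on signal. Peaks in the top 10% by the signal of another control lay 0.35 log2 below the rest, and peaks in clusters of at least 3 lay 0.11 below isolated peaks (−0.029 matched on control signal and −0.18 with stitching at 5 kb). Sites shared with BRD3 or BRD2 were lower than other BRD4 peaks (−0.33 and −0.26), while sites shared with MED12 or MED26 were higher (+0.20 and +0.15), and those shared with RAD21 differed by +0.04. In the pair of DMSO libraries these differences ran from −0.16 for MED26 to +0.12 for BRD3, and between untreated cells and that control from −0.03 for BRD3 to +0.06 for RAD21. BRD3 and BRD2 peaks lay within 1 kb of a TSS more often (58.5% and 41.5%) than MED12 peaks (14.5%), as given below. The lower ratio at promoters may therefore enter the differences by shared protein, here and below. By summed signal without a pseudocount the top 10% of peaks lay at 58.6% of control and the rest at 69.9%, a smaller gap than by medians. A count test of the 2 libraries, which compares libraries and not conditions, called 2186 peaks lower and 2 higher. With both libraries scaled to the same total over the peaks, the median was +0.02 log2, and 379 peaks were 2-fold lower and 360 higher, as this scaling removes any change common to all peaks. Scaled by reads alone, without the reference cells, occupancy lay at 76.7%, with 1235 peaks lower and 85 higher.

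BRD4 after 24 h of AT1 lay at 32.3% of control (32.1 to 32.5), from a mean of 7.22 to 2.33, with a median log2 ratio of −1.20 (−1.22 to −1.19) and 96.2% of peaks below control. Reads over the peaks fell from 461993 with DMSO to 244951 with AT1, while the mapped reads that the paper lists fell far less. The reads thus fell, but by less than the signal. Part of the loss therefore rests on the reference factor, whose error the interval leaves out. The MYC enhancer retained 15.7% (12.8 to 19.2), the same 4 peaks around BCL2 23.3% (14.9 to 35.7), and the BCL2 3′ peak 20.6% (11.8 to 34.8). At least 2-fold lower signal was found at 8748 peaks (61.3%, 60.5 to 62.1) and higher signal at 12. IBET-151 and AT1 share BET bromodomains as targets and were used at the same dose, but for different times, so their values stand side by side and their difference was not tested.

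The genes with the lowest BRD4 after AT1 were ANP32A, a histone chaperone (6.71% of control, 3.36 to 12.2), TUT7, which adds uridines to RNA (9.09%), ADGRL1, an adhesion receptor (9.37%), ZFX, a zinc finger transcription factor (9.44%), and ILF3, an RNA-binding protein (9.47%). SPRING1, the phosphatase PTPN7 and the repressor SPEN lay at 11.0%, 11.8% and 12.1%. The highest were ITPR1, a calcium channel of the endoplasmic reticulum (105%, 62.6 to 179), the olfactory receptor OR4E1 (99.3%), SLITRK5, a neuronal membrane protein (87.3%), ADARB1, an RNA editing enzyme (83.7%), and PRIM2, a primase subunit (82.8%). GADD45G, INPP5A and ZDHHC7 lay at 82.7%, 82.5% and 82.3%. Among the study loci, MYC lay at 50.4% (34.4 to 73.7), BCL2 at 26.3% (17.2 to 39.6), CDK6 at 29.5% (18.6 to 46.0), MBNL1 at 25.5%, ARID1B at 26%, HEXIM1 at 22.1%, BAMBI at 20.3% and FOS at 35.2%.

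Housekeeping and ribosomal protein genes again stood below random genes after AT1. The housekeeping list lay at 18.5% of control, with 20 of 21 genes 2-fold lower and −0.87 log2 from random lists (percentile 0), including NPM1 (13.5%), TUBA1B (15.7%) and YWHAZ (33.4%). Ribosomal protein genes lay at 20.3%, with 73 of 74 genes 2-fold lower and −0.56 from random lists (percentile 0), including RPS23 (23.7%), RPL34 (29.5%) and RPS24 (35.8%). Cell cycle genes lay at −0.31 (percentile 0.78), with 28 of 30 genes 2-fold lower, including the cyclin CCND3 (17.6%) and E2F3 (21.1%). Histone genes, all 52 of them 2-fold lower, lay at 26.2% of control and −0.20 from random lists (percentile 0.77), with H4C12 at 19.9%, H3C2 at 27.3% and H1-3 at 27.9%. By the strongest peak of each gene the histone list did not stand below random lists (0.0079, −0.08 to 0.16). In pairs of controls the housekeeping list ranged from −0.09 to +0.10. The DMSO library that served as the control of AT1 was itself high at cell cycle genes (+0.13 over the other DMSO library, and untreated cells at −0.26 against it) and slightly so at histone genes (+0.08 over the other DMSO library), so these values cannot be read apart from that control.

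**Figure D2:**
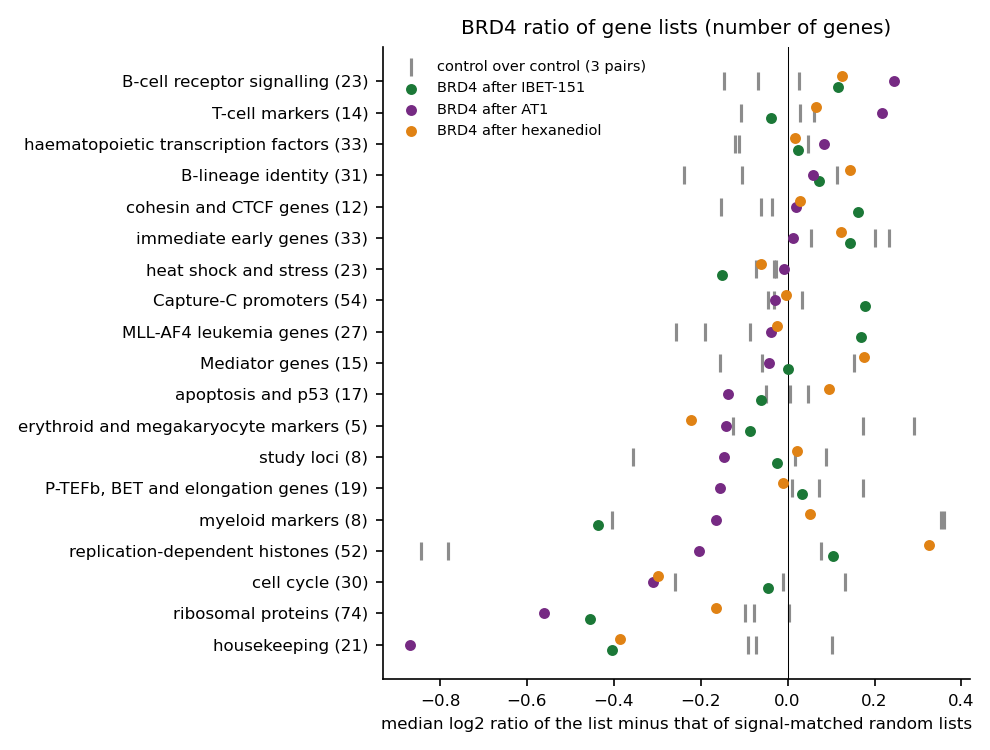
Median BRD4 log2 ratio of each gene list minus that of random lists with the same signal, for 3 treatments (points, 1 library per group) and 3 pairs of control libraries (grey ticks). Ribosomal protein genes lay at −0.45 after IBET-151 and −0.56 after AT1, and housekeeping genes at −0.41 and −0.87.

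Most other lists followed random genes after AT1. B-cell receptor signalling genes kept more BRD4 (+0.24, percentile 96.4), including PLCG2 (45.3%), VAV3 (40.9%) and PIK3AP1 (28.8%), and T-cell markers lay at +0.22 (percentile 87.9), including LCK (28.8%), ZAP70 (26.7%) and BCL11B (22.9%). MLL-AF4 genes lay at −0.04 (percentile 35.1), with SATB1 at 23.8%, FLT3 at 25.7% and MEF2C at 26.1%, and the promoters chosen by the study at −0.03 (percentile 38.0), with LIPC at 20.5%. B-lineage genes lay at +0.06 (percentile 68.5), with IGLL1 at 18.4%, EBF1 at 28.0% and ETV6 at 28.1%, and haematopoietic transcription factors at +0.08 (percentile 75.6), with ID3 at 22.7% and KLF13 at 39.1%. Immediate early genes lay at +0.01 (percentile 54.5), with ZFP36L1 at 23.9% and IER2 at 39.9%, and heat shock genes at −0.01 (percentile 48.6), with HSP90AA1 at 19.4%, HSPA9 at 34.5% and DDIT4 at 30.1%. P-TEFb, BET and elongation genes were at −0.16 (percentile 17.2), with BRD2 at 10.8% and HEXIM2 at 16.5%, and apoptosis and p53 genes at −0.14 (percentile 18.5), with MDM4 at 17.6%, BBC3 at 20.5% and BMF at 24.9%. Mediator genes were at −0.04 (percentile 41.5), with MED13L at 20.7%, cohesin and CTCF genes at +0.02 (percentile 53.4), with YY1 at 16.6% and STAG1 at 19.8%, and the study loci at −0.15 (percentile 25.1). Myeloid markers were at −0.16 (percentile 23.3), with CEBPA at 17.5%, MPO at 12.6% and CSF1R at 27.4%, and erythroid and megakaryocyte markers at −0.14 (percentile 34), with TFRC at 30.5%, GP9 at 34% and GYPA at 37.6%.

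The promoter difference was largest after AT1, at −0.47 log2 (−0.50 to −0.44), with promoter peaks at 26.5% of control and distal peaks at 37%, and −0.19 with distal peaks matched on GC content. Over the other controls in place of this one it was −0.34 (DMSO for 90 min) and −0.36 (untreated), −0.19 and −0.23 matched on signal, and −0.17 and −0.092 matched on GC content. The strongest peaks lay 0.69 below the rest, clustered peaks 0.23 below isolated peaks (−0.095 matched on control signal and −0.44 with stitching at 5 kb), BRD3 sites 0.51 below and BRD2 sites 0.38 below other peaks, while MED12 sites lay 0.24 above, MED26 sites 0.04 above and RAD21 sites 0.03 above. The DMSO control of AT1 was itself low at MED12 sites (−0.13 over the other DMSO library, and untreated cells at +0.14 against it) and at MED26 sites (−0.16 and +0.21), and high at BRD3 sites (+0.12 and −0.14), BRD2 sites (+0.11 and −0.11) and promoters (+0.11 and −0.11). The MED26 value lies within that shift, and the MED12, BRD3 and BRD2 values cannot be read apart from it. Over all peaks the promoter difference was smaller but remained over the other controls, as given above. For the stronger MED26 peaks the direction turned, to −0.077. By summed signal without a pseudocount the strongest BRD4 peaks lay at 26.6% of control and the rest at 34.2%, a smaller gap than the medians gave. Across the 14275 peaks, which are not independent replicates, the ratios after AT1 and IBET-151 correlated with r = 0.39, and 1748 peaks were 2-fold lower after both. The count test of the libraries called 6915 peaks lower and 1 higher. With totals made equal the median was +0.02, and 1210 peaks were 2-fold lower and 1310 higher.

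**Figure D3:**
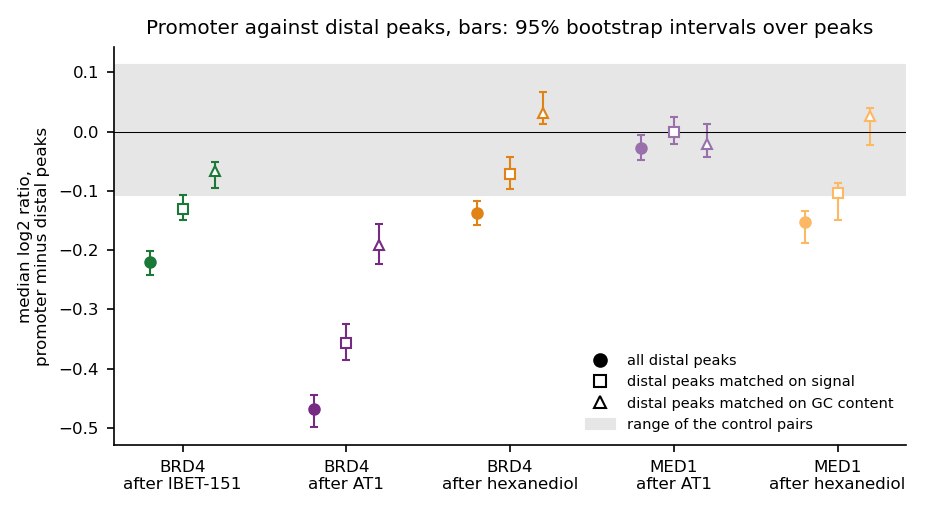
Promoter minus distal difference in the log2 ratio for each drug comparison, over all peaks and with distal peaks matched on signal or on GC content, with 95% bootstrap intervals over peaks and the range of the control pairs in grey. The BRD4 difference after AT1 was −0.47 over all peaks, −0.36 with matching on signal and −0.19 with matching on GC content.

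BRD4 after 30 min of hexanediol lay at 34.5% of control (34.3 to 34.7), from a mean of 8.66 to 2.99, with a median log2 ratio of −1.19 (−1.20 to −1.18) and 98.0% of peaks below control. Reads over the peaks rose from 471652 untreated to 814088 with hexanediol, close to the rise in mapped reads that the paper lists. The loss therefore rests mainly on the reference factor, whose error the interval leaves out. The MYC enhancer lay at 16.4% (13.9 to 19.3), the 4 peaks around BCL2 at 33.7% (24.0 to 47.6), and the BCL2 3′ peak at 27.9% (19.0 to 41.3). At least 2-fold lower signal was found at 9248 peaks (64.8%, 64.0 to 65.6) and higher signal at 1.

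**Figure D4:**
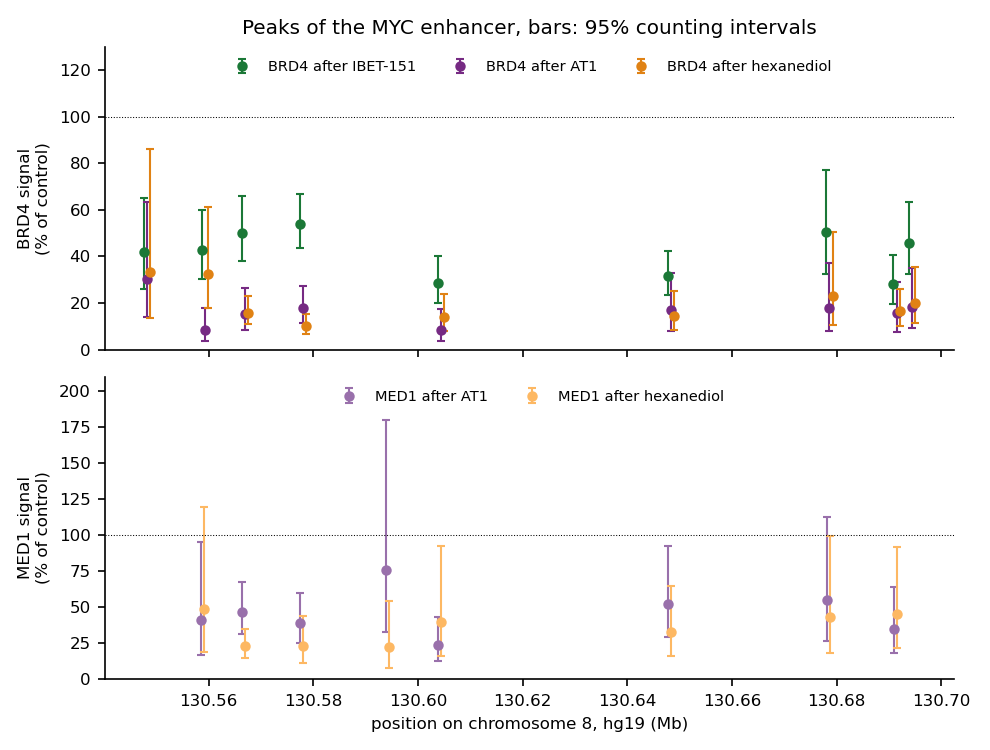
BRD4 and MED1 signal, in per cent of control with 95% counting intervals, at each peak of the distal MYC enhancer on chromosome 8 (position in Mb), 1 library per group. Summed BRD4 lay at 41.7% of control after IBET-151, 15.7% after AT1 and 16.4% after hexanediol.

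The genes with the lowest BRD4 after hexanediol were GTSE1, a mitotic microtubule protein (8.35% of control, 5.83 to 11.8), the phosphatases PTPN7 (9.53%) and PTP4A3 (10.1%), the DNA glycosylase MPG (10.5%), the adenylyl cyclase ADCY6 (11.7%) and CEBPA (13.6%, 10.1 to 18.2). MYBPC2 and CLIP2 lay at 11.7% and 12%. The highest were VAC14, a scaffold of lipid kinases (104%, 73.3 to 152), GADD45B, a stress response gene (85.2%), the arrestin family gene ARRDC2 (82.5%), SKI, a repressor of TGF-beta signalling (79.5%), and the sorting nexin SNX29 (78.9%). ACOX3, GLRX3 and GPR176 lay at 78.6%, 76.1% and 75.7%. Among the study loci, MYC lay at 38.5% (27.6 to 54.4), BCL2 at 32.9% (23.5 to 46.2), CDK6 at 25% (16.2 to 38.9), MBNL1 at 37.3%, ARID1B at 35.2%, HEXIM1 at 33.7%, BAMBI at 55.0% and FOS at 60.0%.

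Housekeeping, cell cycle and ribosomal protein genes lay below random genes after hexanediol. Housekeeping genes were at 26.2% of control, with 18 of 21 genes 2-fold lower and −0.38 log2 from random lists (percentile 0.06), including NPM1 (16.7%), the elongation factor EEF1A1 (25.7%) and YWHAZ (37.4%). Cell cycle genes lay at −0.30 (percentile 0.08), with 25 of 30 genes 2-fold lower, including E2F3 (23.0%) and CCND3 (28.8%), and ribosomal protein genes at 29.2% and −0.16 (percentile 0.31), with 71 of 74 genes 2-fold lower, including RPL3 (25.1%), RPS23 (26.5%) and RPS24 (28.5%). Histone genes kept more BRD4, at 41.8% and +0.33 (percentile 100), with 32 of 52 genes 2-fold lower, including H1-3 (33.8%), H2AC12 (40.0%) and H2AC8 (45.7%). The untreated library that served as the control was itself low at histone genes, at −0.78 and −0.84 from random lists against the DMSO libraries, so the histone value cannot be read apart from that control.

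Among the other lists after hexanediol, B-lineage genes were at +0.14 (percentile 93.2), with IGLL1 at 23.5% and EBF1 at 32.5%, although the untreated control was itself low at them (−0.11 and −0.24 against the DMSO libraries). B-cell receptor signalling genes were at +0.13 (percentile 88.0), with VAV3 at 32.6% and PIK3AP1 at 38.4%, and immediate early genes at +0.12 (percentile 92.5), with IER2 at 20.5%, EGR3 at 25.6% and ZFP36L1 at 25.9%. MLL-AF4 genes were at −0.02 (percentile 39.8), with SATB1 at 27.4%, MEF2C at 34.3% and FLT3 at 49.3%, the promoters chosen by the study at 0.00 (percentile 47.3), with LIPC at 29.0%, and the study loci at +0.02 (percentile 54.7). Haematopoietic transcription factors were at +0.02 (percentile 59.5), with ID2 at 32.6% and KLF13 at 38.4%, Mediator genes at +0.18 (percentile 90.1), with MED13L at 33.6%, and cohesin and CTCF genes at +0.03 (percentile 57.3), with STAG1 at 38.8%. P-TEFb, BET and elongation genes were at −0.01 (percentile 46.9), with BRD2 and HEXIM2 both at 21.7%, heat shock genes at −0.06 (percentile 26.4), with HSP90AA1 at 28.3%, HSPA9 at 33.2% and DDIT4 at 48.9%, and apoptosis and p53 genes at +0.10 (percentile 78.8), with BBC3 at 16.2%, BMF at 23.7% and MDM4 at 26.6%. T-cell markers were at +0.06 (percentile 70), with BCL11B at 28.7%, ZAP70 at 39.7% and LCK at 41.3%, myeloid markers at +0.05 (percentile 61.8), with MPO at 24.3% and CSF1R at 44.8%, and erythroid and megakaryocyte markers at −0.22 (percentile 16.0), with TFRC at 22.3%, GP9 at 31.2% and GYPA at 32.2%.

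Promoter peaks lay at 33.6% and distal peaks at 35.1% of control after hexanediol, a difference of −0.14 log2 (−0.16 to −0.12). With distal peaks matched on GC content the direction turned, to 0.031 (0.01 to 0.07), and among peaks above the median signal the difference was −0.040. The strongest peaks lay 0.38 below the rest and clustered peaks 0.08 below isolated peaks (−0.020 matched on control signal and −0.17 with stitching at 5 kb), while sites shared with BRD3, MED26, BRD2, RAD21 and MED12 differed by −0.15, −0.11, −0.09, −0.03 and 0.00. The untreated control was itself high at MED26 sites (+0.04 and +0.21 against the DMSO libraries) and RAD21 sites (+0.06 and +0.07) and low at BRD3 sites (−0.03 and −0.14), so the MED26 and RAD21 values lie within the shift of that control. The ratio correlated with that after AT1 (r = 0.25, or 0.46 with a pseudocount of 5) and after IBET-151 (r = 0.19, or 0.32), and 6147 peaks were 2-fold lower after both AT1 and hexanediol. All 3 treatments left 1379 peaks (9.66%, 9.19 to 10.2) at least 2-fold lower, and none did so at 2280 (16.0%). By summed signal without a pseudocount the strongest peaks lay at 31.2% of control after hexanediol and the rest at 35.6%, a smaller gap than by medians. The count test of the libraries called 9082 peaks lower and 0 higher. With totals made equal the median was +0.02, and 486 peaks were 2-fold lower and 549 higher.

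MED1 after AT1 lay at 62.1% of control (61.7 to 62.5), from a mean of 4.61 to 2.86, a smaller loss than that of BRD4 under the same treatment. Reads over these peaks numbered 431537 with DMSO and 411277 with AT1, from libraries that the paper lists at similar depth. The drop therefore rests mainly on the reference factor, whose error the interval leaves out. At the MYC enhancer the 8 MED1 peaks (8:130559072–130691577) lay at 42.0% (34.7 to 50.7), in BCL2 and its 50 kb flanks the 10 peaks at 51.4%, and in MYC and its 50 kb flanks the 2 peaks at 67.5% (38.7 to 118). The median log2 ratio was −0.52 (−0.53 to −0.51), with 84.5% of peaks below control, 3107 of 18606 peaks 2-fold lower (16.7%, 16.2 to 17.2) and 68 higher. Genes with the lowest MED1 were TOR4A (28.1%, 15.5 to 49.2), the peptidoglycan receptor PGLYRP3 (29.9%), CAP1, an actin regulator (30.1%), RCN3 (30.3%), SNX30 (31.2%), TESC (31.3%), the cullin regulator CAND1 (32.0%) and the ion exchanger SLC9A2 (33.3%). The highest were CUEDC1 (138%, 94.9 to 203), CLDN23 (128%), the thymosin TMSB10 (120%), ADGRL2 (119%), DISC1 (119%), STARD9 (119%), FAM163B (117%) and the ryanodine receptor RYR3 (116%). Between the MED1 controls, centred log2 ratios over 2014 genes ran from −1.47 to 1.44, so extremes of this order arose without a drug. That spread bears on the MED1 extremes after hexanediol too. Among the study loci, BCL2 lay at 52.1%, MBNL1 at 57.1%, FOS at 60.2%, CDK6 at 60.3%, BAMBI at 69.0%, MYC at 70.3%, ARID1B at 74.8% and HEXIM1 at 78.6%.

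No gene list stood far from random genes for MED1 after AT1. Cohesin and CTCF genes lay at +0.21 (percentile 92.1), with untreated cells at +0.20 against the same control, and myeloid markers at −0.22 (percentile 8.58), with CEBPA at 67.5%. MLL-AF4 genes lay at −0.03 (percentile 32.5), with MEF2C at 66.7%, RUNX1, a blood cell transcription factor, at 63.7% and SATB1 at 52.7%, the promoters chosen by the study at −0.03 (percentile 24.2), with LIPC at 49.9%, and the study loci at +0.04 (percentile 65.1). B-lineage genes were at +0.05 (percentile 76.5), with EBF1 at 68.3% and VPREB1 at 73.3%, B-cell receptor signalling genes at −0.04 (percentile 28.2), haematopoietic transcription factors at +0.05 (percentile 82.2), with ID2 at 72.1%, and immediate early genes at −0.02 (percentile 39.6), with ZFP36L1 at 62.5%, ZFP36L2 at 64.6% and IER2 at 76.0%. P-TEFb, BET and elongation genes were at −0.05 (percentile 34.3), with the elongation factors CTR9 at 51.9% and AFF1 at 62.1%, Mediator genes at +0.09 (percentile 77.0), heat shock genes at +0.10 (percentile 87.3), with GADD45B at 58.4%, and apoptosis and p53 genes at +0.05 (percentile 73.0). Cell cycle genes were at −0.10 (percentile 18.8), with CCND3 at 44.3% and CDKN1B at 71.3%, housekeeping genes at −0.06 (percentile 27.9), with NCL at 47.4%, ribosomal protein genes at −0.09 (percentile 11.8), with RPLP1 at 51.3% and RPS24 at 65.2%, T-cell markers at +0.05 (percentile 68.8), with GATA3 at 67.0%, and histone genes at +0.05 (percentile 84.8), with H1-3 at 67.6%.

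Promoter and distal MED1 peaks both lay at 62.1% of control after AT1, with a difference in medians of −0.03 log2. By median log2 ratio the strongest peaks lay 0.09 below the rest and clustered peaks 0.01 below isolated peaks, but summed signal without a pseudocount ran the other way, at 63.4% against 61.7% and 62.8% against 61.8% of control. Sites shared with BRD3, BRD2, MED12, MED26 and RAD21 differed by −0.07, −0.04, −0.03, −0.02 and 0.00, and for MED12 and MED26 summed signal again ran the other way (62.2% against 61.3% and 64.6% against 61.4%). At the 7462 peaks shared by the BRD4 and MED1 tables, BRD4 had the lower ratio in 79.8%, and the ratios of the 2 proteins correlated with r = 0.13 (0.21 with a pseudocount of 5). The count test of the libraries called 134 peaks lower and 0 higher, far fewer than the fold threshold. With totals made equal the median was −0.01, and 730 peaks were 2-fold lower and 546 higher.

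MED1 after hexanediol lay at 61.7% of control (61.4 to 62.1), from a mean of 6.15 to 3.8. As after AT1, this drop rests mainly on the reference factor. Reads over the peaks numbered 527976 untreated and 518256 with hexanediol, at similar depth in the paper. At the MYC enhancer MED1 lay at 30.1% (23.9 to 37.8), in BCL2 and its flanks at 64.6% and in MYC and its flanks at 65.1% (37.7 to 112). The median log2 ratio was −0.54 (−0.55 to −0.53), with 83.5% of peaks below control, 3376 peaks 2-fold lower (18.1%, 17.6 to 18.7) and 89 higher. Genes with the lowest MED1 were GTSE1 (19.7%, 11.3 to 32.9), the thrombin receptor F2RL3 (22.2%), the histone methyltransferase SETD1B (24.1%), the myosin light chain MYL12B (25.4%), PTP4A3 (27%), FAM110B (27.1%), AICDA, the deaminase of antibody diversification (28.0%), and BOD1L2 (29.0%). The highest were ENSG00000258989 (158%, 102 to 253), the phosphatase PDP1 (143%), FABP2, a fatty acid binding protein (143%), the amino acid transporter SLC1A4 (138%), H2AC8 (133%, 99.1 to 180), DAB1 (124%), MYL4 (122%) and the kinase PRKCE (120%). Among the study loci, HEXIM1 lay at 46.2%, CDK6 at 52.1%, MBNL1 at 59.7%, BCL2 at 62.5%, BAMBI at 65.1%, MYC at 67.0%, ARID1B at 67.5% and FOS at 90.5% (68.5 to 120).

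Histone genes kept MED1 after hexanediol, at 88.6% of control and +0.45 log2 from random lists (percentile 100), with H1-3 at 96.6% and H2AC12 at 89.3%. The untreated MED1 library was low at these genes, at −1.11 against the DMSO library, so this value also hung on the control. P-TEFb, BET and elongation genes lay at −0.23 (percentile 3.47), with CTR9 at 58.0% and AFF1 at 74.6%, Mediator genes at −0.21 (percentile 6.18), with the untreated control at +0.16 against DMSO, and ribosomal protein genes at −0.16 (percentile 1.73), with RPS24 at 44.3% and RPLP1 at 59.5%. Myeloid markers lay at +0.24 (percentile 92.1), with CEBPA at 34.1%, T-cell markers at +0.10 (percentile 79.7), with GATA3 at 57.6%, heat shock genes at −0.13 (percentile 10.0), with GADD45B at 86.6%, and apoptosis and p53 genes at +0.12 (percentile 89.3), with BBC3 at 47.0%. MLL-AF4 genes were at +0.05 (percentile 75.1), with RUNX1 at 65.7%, MEF2C at 70.9% and RUNX2 at 77.9%, the promoters chosen by the study at −0.03 (percentile 30.2), with LIPC at 53.7%, the study loci at +0.02 (percentile 57.2), and B-lineage genes at +0.04 (percentile 67.8), with VPREB1 at 56.5% and EBF1 at 70.5%. B-cell receptor signalling genes were at +0.01 (percentile 53.8), haematopoietic transcription factors at +0.02 (percentile 60.3), with ID2 at 56.4%, immediate early genes at +0.02 (percentile 62.1), with IER2 at 48.2%, ZFP36L1 at 51.9% and ZFP36L2 at 68.2%, cohesin and CTCF genes at −0.08 (percentile 29.6), cell cycle genes at −0.07 (percentile 24.3), with CDKN1B at 33.8% and CCND3 at 57.7%, and housekeeping genes at −0.01 (percentile 46.1), with NCL at 44.9%.

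Promoter MED1 peaks lay at 58.2% and distal peaks at 63% of control after hexanediol, a difference of −0.15 log2. Matched on GC content it was 0.027 (−0.02 to 0.04). The strongest peaks lay 0.21 below the rest (−0.35 ranked by the same control). Clustered peaks lay 0.03 below isolated peaks by median but higher by summed signal (63% against 61%), and sites shared with BRD3, MED26, BRD2, RAD21 and MED12 differed by −0.17, −0.13, −0.08, −0.08 and +0.02. The untreated control was at +0.22 at MED26 sites, +0.08 at RAD21 sites and +0.07 at promoters against DMSO, so the MED26 and RAD21 values were of the size of that shift. At shared peaks BRD4 had the lower ratio in 86.2%, and the 2 proteins correlated with r = 0.30, while MED1 after AT1 and after hexanediol correlated with r = 0.04. The count test of the libraries called 1041 peaks lower and 1 higher. With totals made equal the median was +0.02, and 641 peaks were 2-fold lower and 746 higher.

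Control libraries against each other gave the size of differences without a drug. The SD of the log2 ratio over BRD4 peaks was 0.49 between the DMSO libraries, 0.52 between untreated and DMSO for 90 min, and 0.58 between untreated and DMSO for 24 h, with 4.61%, 6.0% and 8.43% of peaks more than 2-fold from the median. For MED1, untreated against DMSO gave 0.58 and 8.39%. The size of the drug medians depended on the pseudocount, and with 5 they were −0.31, −0.62 and −0.67 for BRD4 after IBET-151, AT1 and hexanediol and −0.26 and −0.29 for MED1, with 425, 2954, 2734, 47 and 288 peaks 2-fold lower. In control pairs promoters differed from distal peaks by +0.11, +0.02 and −0.11 in the BRD4 pairs and by +0.07 for MED1.

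The largest stitched BRD4 regions covered histone gene clusters, which pack DNA into chromatin. The region at 6:27775345–27806027 near H2BC13 held 8 peaks and lay at 68.8% of control (63.1 to 74.9) after IBET-151, 24.4% after AT1 and 39.7% after hexanediol. The clusters near H3C1 (6:26020732–26045870), H1-3 (6:26216595–26252098) and H4C14 (1:149804276–149832672) lay at 65.7%, 67.9% and 83.3% after IBET-151, at 22.8%, 29.2% and 24.7% after AT1, and at 46.6%, 36% and 38.7% after hexanediol. The region at TSPOAP1 (17:56409947–56430494) lay at 53.6%, 18.4% and 23.3%. After hexanediol the regions at IER2 (19:13266748–13278687), at ANP32B (9:100746009–100747374) and at MOB3A (19:2076640–2090676) lay at 18.1%, 22% and 37.6%.

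BRD4 peaks overlapped peaks of Mediator and of the other BET proteins far more often than shifted peaks did. Of BRD4 peaks, 62.1% overlapped MED12 (61.3 to 62.9), 52.3% MED1, 47.9% BRD2 (47.0 to 48.7), 28.7% BRD3, 14.2% MED26 and 6.54% RAD21, against at most 1.14% for peaks shifted by 100 kb. MED12 held 87.6% of MED1 peaks and 74.6% of MED26 peaks, and BRD2 held 85.5% of BRD3 peaks but 6.72% of RAD21 peaks. BRD3 lay within 1 kb of a TSS at 58.5% of its peaks (57.6 to 59.5), BRD2 at 41.5% (41.0 to 42.0), BRD4 at 35.9%, MED26 at 33.7%, MED1 at 21.7%, MED12 at 14.5% (14.1 to 14.8) and RAD21 at 10.3%. BRD4 signal climbed with the number of lists at a site among those of BRD2, BRD3, MED12 and MED26, from a mean of 5.22 at the 1537 peaks in none of them to 12.8 at the 190 peaks in all 4. The lists differed in depth and length, with 12.6 M tags and 35822 peaks for MED12, 22.1 M and 32842 for BRD2, 19.4 M and 23192 for RAD21, 22 M and 10215 for BRD3, 10.7 M and 3714 for MED26 and 28.5 M and 1492 for BRD4 with DMSO, so their overlaps cannot be ranked as binding. Under a stricter overlap rule the BRD2 share was 29.0%, and among the stronger peaks the shares near a TSS were 65.7% for BRD2 and 24.0% for MED12.

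**Figure D5:**
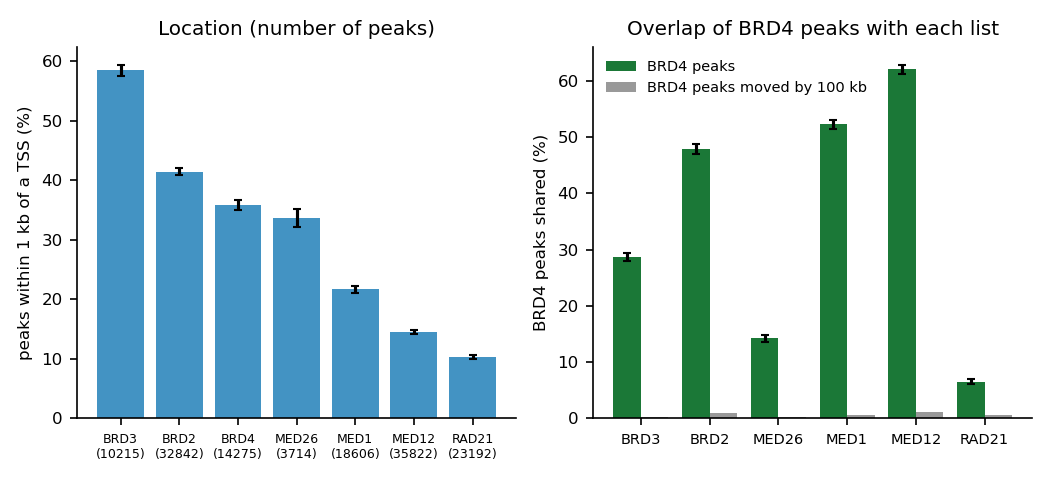
Share of peaks within 1 kb of a TSS for each antibody, and share of BRD4 peaks that overlap each list (green) beside peaks moved by 100 kb (grey), in per cent with 95% Wilson intervals. BRD3 had the highest promoter share (58.5%) and RAD21 the lowest (10.3%).

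Strong peaks named the same few genes in several lists. By the authors' normalized tag count per peak, BRD2 was highest at PCIF1 (20:44563378–44563598, 622.5), a cap methyltransferase, then at the chromatin remodelling gene INO80D (609.4), ZFX (606.9), EPC1 (601.7) and DDX50 (599.9). BRD3 was highest at FLT3 (13:28674424–28674670, 185), then INO80D (155.8), the deadenylase subunit PAN3 (132.2), ZC3H12C (126) and SENP6 (121.7). MED12 was highest at ZNF595 (4:51620–51898, 2171), then PLIN3 (1776.9), LHPP (1706.7), DAD1 (1618.7) and PAN3 (13:28842966–28843244, 1608). For MED26 the top count lay at 21:9825992–9826256 (579.3), where the input was high as well (152.5) and the fold only 4.08, then at IER2 and ZNF595 (both 104.7), SDC3 (96.8) and ZMIZ1 (95.4). RAD21 was highest near CDX2 (13:28528052–28528270, 305.1), then PTP4A3 (257.3), FLT1 (248.5), GSX1 (207.1) and 15:22436158 (206.3). BRD4 with DMSO was highest at PAN3 (13:28843169–28843391, 176.1), RNF141 (120.9), DAD1 (111.4), ZNF595 (108.9) and H4C11 (90.3), and with IBET-151 at PAN3 (202.7), RNF141 (137.4), FLT3 (132.1), COL4A1 (91.4) and ST3GAL1 (83.2).

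Near the MYC TSS, BRD2 and RAD21 had peaks where BRD4 had none in the DMSO list, whose closest peak lay 280810 bp away. The closest peaks of the other proteins were BRD2 at 592 bp (20.1 tags), RAD21 at 835 bp (55.3), MED12 at 39699 bp, BRD3 at 59163 bp and MED26 at 280877 bp. Distances in this paragraph run to the most upstream annotated start of the gene. From the nearest annotated MYC TSS, the BRD2 and RAD21 peaks lay at 20 and 38 bp. The distal MYC enhancer, between 1.6 and 2.0 Mb beyond the TSS, held 10 MED12 peaks (highest 585.2), 9 BRD2 peaks (59.6), 7 RAD21 peaks (104.5), 3 BRD3 peaks (40), 3 MED26 peaks (22.3) and 5 BRD4 peaks with DMSO (83.8). Near the BCL2 TSS lay MED12 at 85 bp (46.4), BRD2 at 195 bp (45.6), BRD3 at 432 bp (31.2), RAD21 at 1876 bp and MED26 at 47302 bp, while the closest BRD4 peak with DMSO lay at 219872 bp. From the nearest annotated BCL2 TSS, these RAD21 and BRD4 peaks lay at 560 and 57982 bp. In the longer BRD4 list after IBET-151 the closest peaks lay 24299 bp from the MYC TSS and 288 bp from the BCL2 TSS. These peaks held 6.1 and 12.2 tags, less than the 14.1 of the weakest peak in the DMSO list. The IBET-151 list went down to 4.44 tags. A peak missing from the DMSO list may therefore reflect the calling threshold and does not show that BRD4 was absent. BCL2 and its 50 kb flanks held 14 MED12 peaks (758), 11 BRD2 peaks (101.2), 5 RAD21 peaks (32.2), 3 BRD3 peaks (55.7), 2 MED26 peaks and 2 BRD4 peaks with DMSO (47.4).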

Values the study reported

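The study reported a correlation of R = 0.63 between the changes in nascent RNA after 90 min and after 24 h of IBET treatment. It placed the MYC enhancer in a region of about 200 kb that lies about 1.7 Mb from the gene. Chromosome contacts were measured in the study at the promoters of 62 genes.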

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

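The test of MED12 binding per copy near FLT3 and the tests of promoter peaks matched on signal or on GC content for AT1 were fixed before their values were known, and all other tests here were chosen only after the result was seen. The BRD4 list after IBET-151 held 20082 peaks and the list with DMSO 1492, although BRD4 signal at fixed peaks was lower after the drug, and the difference between the list lengths was not tested. A shallower input beside the DMSO library could account for this, since the headers imply 4.30 M input tags against 23.8 M, and the input removed 39052 of 41351 candidate peaks with DMSO but 11237 of 39036 with IBET-151. At the 6207 peaks of the BRD4 table found only in the IBET-151 list, the DMSO library had at least as many reads in 65.5% (64.3 to 66.6). By reads alone the median log2 ratio over all table peaks was −0.31, so such a share was likely whatever the input. It therefore does not decide whether the input explains the longer list. Of the 20082 peaks after IBET-151, 2483 held at least 14.1 tags, the count of the weakest DMSO peak. The extra length thus came mostly from peaks weaker than any in the DMSO list. Binding at more sites stays open, since the median ratio by reads alone at the 6207 peaks was −0.18 (−0.20 to −0.17), but 12643 of the 18841 peaks missing from the DMSO list lay outside the table and were not measured with DMSO.

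Peaks around FLT3 on chromosome 13 (13:28077411–29174729) were among the strongest of several lists, and the input tags of BRD2 peaks there were 3.43 times those elsewhere (1.86 to 3.94), a difference that was not tested. Extra copies of the region in SEM cells would raise the input in every list, and the lower of the BRD2 and MED12 ratios was 2.66 (1.66 to 4.12), which is consistent with extra copies. The single MED26 peak there went against this prediction, with an input ratio of 0.176 and a fold over input 11.9 times that of other MED26 peaks. Of 1192 windows of 1 Mb, only 13:27000001–28000000 and 13:28000001–29000000 had an input at least 2 times the usual in both lists. Stronger binding per copy was not seen for MED12, with a fold over input of 0.80 relative to other peaks (0.71 to 0.92), but it remained possible for RAD21, at 1.29 (1.04 to 1.83). The median RAD21 input was only 1 tag there and 0.5 elsewhere, too few to tell binding per copy from extra copies.

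The BRD4 ratio of treated over control was lower at promoters than at distal peaks, although the signal itself was higher there. No biological explanation was tested. Promoter peaks carry more signal, and a pseudocount or background would hold the ratio of weak peaks up, but with distal peaks matched on signal the difference after AT1 was still −0.36 (−0.39 to −0.32). Matched on signal over the other controls it was smaller, at −0.19 (−0.22 to −0.17) with DMSO for 90 min and −0.23 (−0.26 to −0.20) with untreated cells. Its size thus depended on signal and control together. The control of AT1 was itself high at promoters, by 0.11 over the other DMSO library, but over the other controls the difference was −0.34 (−0.38 to −0.32) and −0.36, so that control alone did not account for it. Promoters are also rich in GC, which can bias libraries, and with distal peaks matched on GC content the difference after AT1 was −0.19 (−0.22 to −0.16), so GC content alone did not account for it, but over the untreated control it was then −0.092 (−0.13 to −0.06), so a joint effect of GC content and the control stays open. After IBET-151 the matched difference was −0.067 (−0.09 to −0.05) and after hexanediol 0.031 (0.01 to 0.07), so for these treatments GC content could account for most of the difference.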

How the results depend on the processing

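No paired analysis was possible because each group holds 1 library. Depth limited what the count test could see at single peaks. In BRD4 data simulated at the depth of the AT1 comparison it found 13.5% of 7247 peaks made 2-fold lower, against 75.1% with 4 times the reads, and 58.6% against 96.5% of peaks made 4-fold lower. The exact count test, the matching on signal or GC content, the omission of the FLT3 region and the equal-total scaling of gene lists were chosen after the data had been seen. Scaling by reads alone was run only for IBET-151, where totals stood in the headers. The paper also lists mapped reads for the other libraries, but the scaling was not run for them. How far their losses rest on the reference factor was not computed. Set against those mapped reads, reads over the peaks changed little for MED1 and for BRD4 after hexanediol. For BRD4 after AT1 they fell, but by less than the reference-normalized signal. Of the values that lead the text, 126 moved beyond the limits under another setting, 6 turned direction and 62 did neither, and among further values 193 moved, 2 turned direction and 407 did neither. Of the 6 turns, 4 came from scaling to equal totals, which sets the median near 0 beforehand, so they say nothing about direction. The cause of the shifts was not tested.

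With a pseudocount of 0.1 the median ratios were −0.54 (IBET-151), −1.55 (AT1) and −1.47 (hexanediol) for BRD4 and −0.68 (AT1) and −0.65 (hexanediol) for MED1, and the MED1 peaks 2-fold lower numbered 5763 and 5547. With a pseudocount of 5 the medians were −0.31, −0.62 and −0.67 for BRD4 and −0.26 and −0.29 for MED1, and the peaks 2-fold lower 425, 2954 and 2734 for BRD4 and 47 and 288 for MED1. The SD between control libraries was then 0.32, 0.34 and 0.36 for BRD4 and 0.33 for MED1. Promoter peaks differed from distal peaks by −0.18 (IBET-151), −0.31 (AT1) and −0.16 (hexanediol) for BRD4 and by −0.049 for MED1 after AT1, and strong peaks from the rest by −0.51 for BRD4 after hexanediol and by −0.17 and −0.25 for MED1. Correlations were then 0.51 between IBET-151 and AT1, 0.32 between IBET-151 and hexanediol, 0.46 between AT1 and hexanediol, and 0.21 and 0.39 between BRD4 and MED1 after AT1 and hexanediol.

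Over the peaks above the median signal the medians were −0.57, −1.50 and −1.38 for BRD4 and −0.58 and −0.64 for MED1, and the peaks 2-fold lower 1276, 5618 and 5678 for BRD4 and 1708 and 2070 for MED1. Promoters then differed from distal peaks by −0.35 and −0.040 for BRD4 after AT1 and hexanediol and by 0.00 and −0.12 for MED1. Correlations were 0.48, 0.21 and 0.19 between the drug pairs in the order above and 0.37 between BRD4 and MED1 after hexanediol. With equal totals the medians were 0.023, 0.024 and 0.017 for BRD4 and −0.012 and 0.020 for MED1, and the peaks 2-fold lower 379, 1210, 486, 730 and 641. By reads alone the IBET-151 median was −0.31 and 1235 peaks were 2-fold lower. The exact count test found 134 and 1041 MED1 peaks lower after AT1 and hexanediol.

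With distal peaks matched on signal, promoters differed by −0.13, −0.36 and −0.072 for BRD4 and by −0.000900 and −0.10 for MED1. Matched on GC content they differed by −0.067, −0.19 and 0.031 for BRD4 and by 0.027 for MED1 after hexanediol, so the direction turned for hexanediol. Stitching at 5 kb gave −0.18, −0.44 and −0.17 for clustered against isolated BRD4 peaks and −0.075 for MED1 after hexanediol, while matching on control signal gave −0.029, −0.095 and −0.020 for BRD4. Strong peaks ranked by the same control differed by −0.85 and −0.52 for BRD4 after AT1 and hexanediol and by −0.26 and −0.35 for MED1, and a narrower top group gave −0.73 for BRD4 after AT1. The direction also turned for sites shared with the stronger MED26 peaks (−0.077 after AT1) and for histone genes by their strongest peak (0.0079 after AT1).

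Peaks at least 8-fold over input numbered 2630 for BRD3, 20464 for MED12, 907 for MED26 and 9667 for BRD4 with IBET-151, and then 52.7% of the BRD4 peaks with DMSO lay in the IBET-151 list and 6.79% the other way. A 10-fold stricter p left 909 peaks of BRD4 with DMSO. The overlap of BRD4 with BRD2, BRD3, MED12, MED26, RAD21 and MED1 was 29.0%, 19.7%, 54.4%, 12.2%, 4.36% and 45.1% under a stricter overlap rule, and 69.9%, 40.0%, 69.6%, 15.8%, 9.60% and 58.1% with centres within 500 bp. With the stronger peaks of each list it was 30.0% for BRD3, 14.9% for MED26, 2.24% for RAD21 and 54.8% for MED1, and with 3714 peaks from each list 32.5%, 33%, 38.5%, 27%, 0.727% and 43.8%. The share of peaks near a TSS was 43.4% (BRD2), 60.4% (BRD3), 17% (MED12), 36.5% (MED26), 13.4% (RAD21), 38.2% (BRD4) and 24.3% (MED1) within 2 kb, and 65.7%, 72.4%, 24.0%, 45.6%, 7.89%, 46.0% and 30.2% among the stronger peaks. For the BRD4 lists with DMSO and IBET-151, centres within 500 bp put 86.9% of the DMSO peaks in the other list, and lists of equal length shared 37.5%.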

Other observations

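RAD21 peaks carried the motif of CTCF, the factor that stops cohesin on DNA, far more often than the peaks of the other proteins. The exact consensus CCASYAGRKGGC lay in 20.7% of RAD21 peaks (20.2 to 21.2) and in at most 0.63% of the peaks of any other list, and in 0.0992% of RAD21 peaks shifted along the genome. With 1 mismatch allowed, a choice made after the exact result, the share was 60.6% for RAD21 (59.9 to 61.2), 1.33% for shifted peaks and 2.47% to 4.44% for the other lists. BRD4 peaks also carried it more often than shifted BRD4 peaks, at 0.63% against 0.0911% for the exact consensus and 4.44% against 1.58% with 1 mismatch. Near MYC the exact motif pointed forward in the RAD21 peak at 8:128746284–128746502 (78 tags). In the enhancer window none of the 7 RAD21 peaks held the exact motif, and with 1 mismatch 3 of them held it in reverse, at 8:130548079–130548297 (104.5), 8:130694320–130694538 (85.2) and 8:130738628–130738846 (64.6). At BCL2 it pointed forward with 1 mismatch at 18:60798410–60798628 and in reverse, as the exact motif, at 18:60990330–60990548.

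BRD4 around FLT3 differed by treatment. Over the 5 peaks within 500 kb it lay at 95% of control (87.6 to 103) after IBET-151, at 23.9% after AT1 and at 43.2% after hexanediol, and MED1 over 16 peaks lay at 69.7% and 63.3%. Only 9 peaks were 2-fold lower after AT1 and 2-fold higher after IBET-151. Of the BRD4 peaks with DMSO, 83.2% (81.2 to 85.0) were also in the IBET-151 list and 6.18% the other way, though lists of equal length shared 37.5%. Peaks with at least 50 tags per 10 M numbered 56 with DMSO and 34 with IBET-151, and with at least 30 tags 235 and 190. At 14.1 tags, the weakest DMSO peak, the direction was opposite, with 1492 and 2483.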
